A study of Mus musculus with 34 samples. Its data were reported in "Stem cells tightly regulate dead cell clearance to maintain tissue fitness" (2024).

How the data were processed

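Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts open DNA and tags it for sequencing, in hair follicle stem cells (HFSCs) of the mouse. The 34 libraries form 11 groups by their labels. In vivo, these were wild-type HFSCs of full anagen (AnaVI, n = 2), wild-type HFSCs of late catagen (CatVII, n = 6), and CatVII HFSCs from mice with intact Rxra (Rxra WT, n = 4) or with a conditional deletion of Rxra (Rxra cKO, n = 3). In culture, Rxra WT HFSCs were kept in medium alone (n = 2), with apoptotic corpses (n = 4), with corpses treated with bromoenol lactone (BEL, an inhibitor of calcium-independent phospholipase A2; n = 4), or with recombinant arachidonic acid, lysophosphatidylcholine and retinoic acid (AA, LPC and RA; n = 2). Rxra cKO HFSCs were kept in medium (n = 2), with corpses (n = 3) or with AA, LPC and RA (n = 2). The labels number the CatVII Rxra WT replicates m1 to m4 and the Rxra cKO replicates m1 to m3, which may stand for mice. For the other groups nothing in the labels says which replicates came from separate animals or cultures, so p-values measure only the spread between these samples, which may be technical.

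The authors aligned reads to mm39 with BWA 0.7.18, removed duplicates with SAMtools 1.17 and called peaks in each library by itself with MACS3 3.0.0, from fragments, without a control and with a mappable genome size from the ENCODE pipeline. Each deposited list gives intervals with the fold enrichment over the local background at the summit (a ratio), the -log10 p and the -log10 q there, and the summit's offset from the start of the peak. These scores are the authors' own, and they served only to rank peaks within a library. The lists hold no read counts, so no model of counts was fitted, and presence of a peak was the measure. The peak names inside the deposited lists carry further tags. The CatVII Rxra WT replicates 2, 3 and 4 have the tag P37, the other Rxra WT replicate and the 3 Rxra cKO replicates P42. The P37 names of these 3 continue the numbering of the CatVII wild type libraries, which carry P37 as well, so it is open whether they came from littermates of the Rxra cKO mice. CatVII Rxra cKO replicates 2 and 3, m2 and m3 by their labels, both carry m2 in the stored names, and the files do not settle which holds. The tags Phago and NonPhago divide several groups, and separate recombinant-treated Rxra WT (Phago) fully from recombinant-treated Rxra cKO and from medium (NonPhago). In CatVII wild type and in the cultures with untreated or BEL-treated corpses, stored numbers repeat across these tags. The libraries stored as m2 differ in this tag too. In these groups n may therefore count samples of fewer mice or cultures, which the tests do not take into account. Groups were taken from the labels alone.

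The number of fragments per library was estimated from the deposited scores. The fold and the -log10 p at a summit together fix a whole-number pileup and a background, and the lowest background, multiplied by the mappable genome and divided by the caller's mean fragment length (the shortest peak), gave 2280000 to 64200000 fragments. The files hold 1935055 peaks in all, 4144 to 129876 per library. Depth limits which sites can be called, so lists of equal length were compared.

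For each comparison, the peaks with the highest -log10 p were taken from every library, as many as the smallest library had on the 19 autosomes and the sex chromosomes. Peaks of all libraries that shared at least 1 bp were merged into regions. A region was group-specific when every library of a group had a peak in it and no library of the other group did. The total of group-specific regions was set beside the totals from other splits of the same libraries into groups of the same sizes (all splits, or 100 drawn where there were more). The mean Jaccard index (shared over all regions) within groups minus that between groups was tested by exact permutation of the group labels, one-sided. The 5 main comparisons were CatVII with AnaVI wild type, CatVII Rxra cKO with Rxra WT, corpses with medium, Rxra cKO with Rxra WT under corpses, and BEL-treated with untreated corpses. In 4 further comparisons, groups of 2 or a check of CatVII Rxra WT against CatVII wild type, only the regions and the Jaccard index were used.

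Genes came from the mm39 annotation with 21757 protein-coding genes. A gene's window ran from 50 kb upstream to 5 kb downstream of its body, and a promoter was within 1 kb of a transcription start. Of 300 genes in 19 lists, 298 were found. The 5 clearance lists held receptors for apoptotic cells, phosphatidylserine bridging proteins, genes of the phagocytic cup, of phagosome maturation and of the lysosome. The others held genes of the retinoid pathway, of LXR/PPAR and lipid handling, of HFSC identity, of stress and wound response, of inflammatory signalling, of the cell cycle, of WNT, BMP and TGF-beta signalling, of hair lineage and of epidermal differentiation, markers of melanocytes, fibroblasts, immune cells and endothelium, and constitutive genes. The percent of a library's listed peaks in the windows of the clearance genes was compared between groups by an exact permutation test, two-sided. Group-specific regions in each direction were compared with the other regions that could have been called (seen in at least as many libraries as the smaller group has) for each list's windows and for 20 sequence motifs within 100 bp of the summit, with Fisher's exact test, two-sided. Each motif was given by a single consensus sequence. P-values were adjusted by Benjamini and Hochberg over the 38 list tests or the 40 motif tests of a comparison, at a threshold of 0.05. Regions are not independent replicates, so these p-values do not include the spread between libraries.

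The genes named in the text follow a rule. It takes the genes of the clearance and retinoid lists whose window holds a group-specific region (up to 20 per comparison, best mean rank first), for each direction the 10 best-ranked group-specific regions with 1 region per nearest gene, and as controls Rxra, Rarg, Mertk, Axl, Tyro3, Gas6, Mfge8 and the constitutive genes. Groups, comparisons, tests, lists, motifs, this rule and most alternatives were fixed before the data were examined. The alternatives were all called peaks, lists 2 times shorter, ranking by fold enrichment, windows around summits, autosomes alone, leaving out libraries with fewer than 20000 peaks, leaving out each replicate, a criterion of 0.75 of the libraries, replicate blocks, a 10 kb gene window and a 50 bp motif window. Added later were motifs outside promoters, chromosomes 4 to 19 alone, leaving out the chromosomes with shifted promoter ranks, and libraries with the tag P42 alone.

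The procedure was tested on simulated data with 100 regions planted per direction in each main comparison. All 100 were recovered in each direction. Regions not planted were called as well, between 35 and 266 per direction (266 among 110171 regions). A list with 20 planted regions passed in the 5 comparisons and a planted motif in 3 of them. Analyses used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and samtools 1.23.1 to index the genome. Peaks on unplaced sequence and on the mitochondrial genome were left out of the comparisons.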

Results

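ATAC-seq peak lists from 34 libraries of mouse hair follicle stem cells (HFSCs) in 11 groups were compared. In vivo, the groups were full anagen, the growth phase (AnaVI wild type, n = 2), and late catagen, the phase in which the follicle regresses by apoptosis (CatVII wild type, n = 6; CatVII Rxra WT, n = 4; CatVII Rxra cKO, n = 3). In culture, Rxra WT HFSCs received medium (n = 2), apoptotic corpses (n = 4), BEL-treated corpses (n = 4) or recombinant AA, LPC and RA (n = 2). Rxra cKO HFSCs received medium (n = 2), corpses (n = 3) or AA, LPC and RA (n = 2). Called peaks per library (mean ± SD) numbered 33381 ± 26975 in AnaVI, 22396 ± 15887 in CatVII wild type, 70140 ± 24669 in CatVII Rxra WT and 69097 ± 36056 in CatVII Rxra cKO. In culture they numbered 5290 ± 636 in Rxra WT medium, 4718 ± 811 in Rxra cKO medium, 90622 ± 20498 in Rxra WT corpses and 109750 ± 27992 in Rxra cKO corpses. They numbered 76694 ± 12714 in BEL-treated corpses, and 51290 ± 54165 and 62478 ± 5940 in the recombinant-treated Rxra WT and Rxra cKO. Estimated fragments ran from 2280000 in AnaVI replicate 1 to 64200000 in CatVII Rxra cKO replicate 3.

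Rxra, which encodes the nuclear receptor deleted in the cKO mice, had a promoter peak in 3 of 3 CatVII Rxra cKO and 4 of 4 CatVII Rxra WT libraries, and in 3 of 3 Rxra cKO and 3 of 4 Rxra WT corpse cultures. Its gene body held 13 ± 4.58 called peaks in CatVII Rxra cKO (n = 3) and 15 ± 3.92 in CatVII Rxra WT (n = 4). Under corpses it held 17.7 ± 4.93 in Rxra cKO (n = 3) and 16.0 ± 2.31 in Rxra WT (n = 4). The part of the gene that was deleted is not given in the sources used here, so these values neither show nor exclude the deletion.

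The first comparison asked which regions differ between late catagen and full anagen in wild-type HFSCs. Of 12906 regions that could be called, 635 had a peak in all 6 CatVII libraries and in neither AnaVI library, and 1231 had the opposite. The catagen-specific regions were mostly promoters, 482 of 635 (75.9%, against 50.4% of other regions; Fisher's exact p = 6.33e-38, two-sided), and the anagen-specific regions mostly lay away from transcription starts, with 9.67% at promoters and a median of 38859 bp to the nearest transcription start. Anagen-specific regions carried the motif of LIM homeodomain factors, the family of the HFSC regulator Lhx2, in 14.9% against 2.21% of other regions (Fisher's exact adjusted p = 2.54e-73), and the SOX motif, recognised by the HFSC factor Sox9, in 36.1% against 17% (adjusted p = 2.52e-50). Catagen-specific regions carried the KLF/SP motif, frequent in promoters, in 30.2% against 16.5% (Fisher's exact adjusted p = 9.35e-16) and the motif of NRF2, a regulator of the oxidative stress response, in 3.78% against 2.14% (adjusted p = 0.0239).

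Among genes for clearing dead cells, the anagen-specific regions included the promoter of Mfge8 (mm39 chromosome 7, 78799321 to 78799581), which encodes a protein that bridges phosphatidylserine on dying cells to phagocytes. They also included 2 regions in the window of the engulfment receptor gene Mertk, the better ranked in an intron (chromosome 2, 128551200 to 128551512). A region each lay in the windows of the receptor gene Axl, the bridging protein gene Lgals3, the lysosomal gene Atp6v1h, the kinase gene Abl1 and the retinoic acid receptor gene Rarb. Catagen-specific regions lay in the windows of Trio (its promoter), Crkl and Dock2, which act in the actin rearrangements of engulfment. Mfge8 had a promoter peak in 2 of 2 AnaVI and 1 of 6 CatVII libraries, Mertk in 1 of 2 and 0 of 6. These counts refer to the 8223 peaks compared per library, and a missing peak there does not show a closed promoter. In CatVII Rxra WT, Mfge8 and Mertk had one in 2 of 4 and 0 of 4 libraries at 8223 peaks. At 41317 peaks both had one in 4 of 4. Peaks in the windows of the 5 clearance lists made up 1.00 ± 0.10% of the listed peaks in CatVII (n = 6) and 0.942 ± 0.0258% in AnaVI (n = 2; exact permutation p = 0.536, two-sided). The difference was 0.136 percentage points at an exact permutation p of 0.0357 in a 10 kb window, and turned to -0.0568 with lists 2 times shorter. By single list, peaks at HFSC identity genes made up 0.136 ± 0.0530% in CatVII (n = 6) and 0.304 ± 0.0344% in AnaVI (n = 2). Peaks at genes of the phagocytic cup made up 0.276 ± 0.0350% and 0.182 ± 0.0172%, and at stress and wound genes 0.274 ± 0.0333% and 0.182 ± 0.0344% (n = 6 and 2). All 3 lists were at the smallest p the exact permutation test can give, 0.0357, two-sided (adjusted p = 0.226 over 19 lists). The best-ranked catagen-specific regions were nearest Thsd7b, Rchy1, Lrrc4c, Atg16l1, Malrd1, A630089N07Rik, Actr3, Ripk2, Fam171a1 and Aadacl2fm2, all in repeated sequence (a median of 10 or more other places in the genome per 25-base word) except those at the Ripk2 promoter and near Fam171a1. The best-ranked anagen-specific regions were nearest Pak3, Plk2, Fhl4, Elp6, Nfasc, Ddx18, Prr13, Alkbh8, Aqp4 and Nol10, of which those near Plk2 and Alkbh8 were repeated sequence, while 55.4% and 27.4% of the words of those near Fhl4 and Nfasc occur in the mitochondrial genome.

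Libraries of the same hair cycle phase shared more regions than libraries of different phases, by a Jaccard difference of 0.191 (exact permutation p = 0.0357, one-sided, the smallest possible). No gene list passed Fisher's exact test in either direction, and 0 of 38 tests had an unadjusted p under 0.05. Of 40 motif tests 23 passed, 9 in catagen-specific and 14 in anagen-specific regions, and outside promoters 12 passed, 10 of them the same calls. Outside promoters LIM homeodomain (16.1% against 4.23%), SOX (37.8% against 26.9%) and NRF2 motifs (6.54% against 2.61%) kept their calls. The AP-1 and GATA motifs, more frequent over all anagen-specific regions (17.9% against 11.9% and 10.2% against 7.54%), became less frequent there (18.8% against 22.5% and 10.6% against 13.6%). The shortest peaks, equal to the mean fragment length in the caller, were 58 and 89 bp in AnaVI and 126 to 150 bp in CatVII. With all called peaks there were 178 catagen-specific regions, and 15 motif tests passed. Without AnaVI replicate 2 the counts were 1176 and 3874, and without AnaVI replicate 1 there were 2925 anagen-specific regions and 1 gene list passed.

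**Figure D1:**
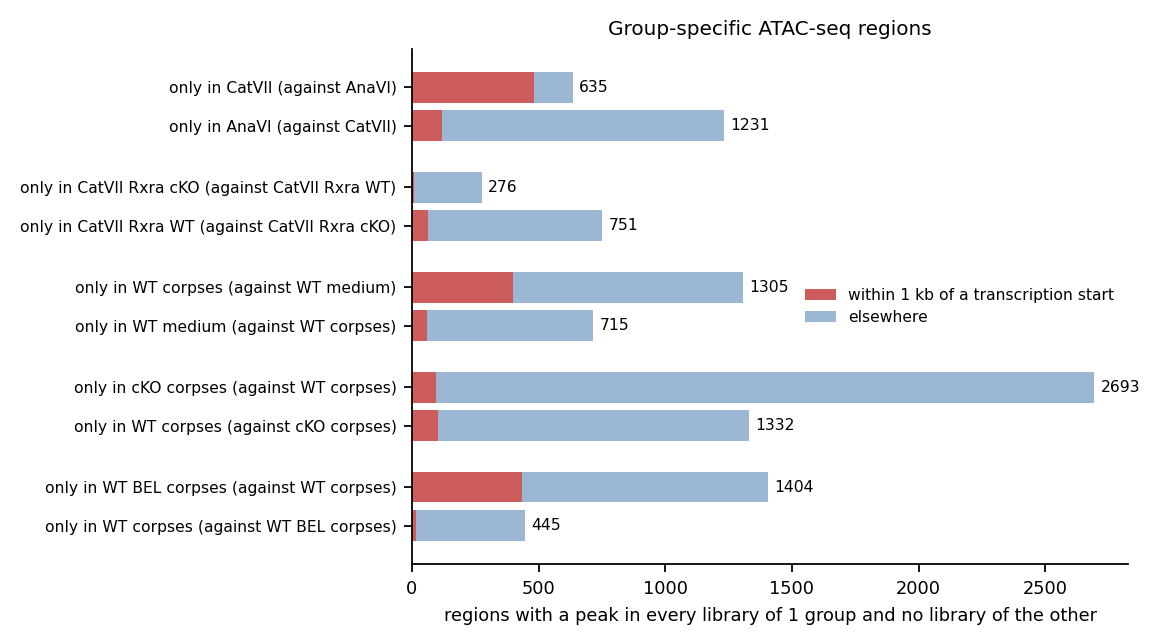
Group-specific regions in each direction of the 5 main comparisons, divided into those within 1 kb of a transcription start (red) and the rest (blue). In CatVII against AnaVI wild type 635 and 1231 regions were group-specific, and under corpses 2693 were specific to Rxra cKO and 1332 to Rxra WT.

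The second comparison asked what the loss of Rxra does to HFSC chromatin in late catagen. Regions with a peak in all 4 Rxra WT and no Rxra cKO library numbered 751, and 276 had a peak in all 3 Rxra cKO and no Rxra WT library, of 40894 that could be called. The WT-specific regions carried the AP-1 motif in 29.3% against 17.4% of other regions (Fisher's exact adjusted p = 9.46e-14) and the GATA motif in 18% against 9.22% (adjusted p = 3.28e-12). The cKO-specific regions carried AP-1 less often, in 10.9% against 17.6% (Fisher's exact adjusted p = 0.0111), and the LIM homeodomain motif more often, in 14.9% against 4.54% (adjusted p = 5.57e-10). Both sets lay mainly outside promoters (8.26% and 3.62% at promoters, against 28.8% and 28.6% of other regions).

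Every clearance gene named by the rule had its region in the WT-specific set: Tyro3, a phosphatidylserine-dependent receptor (an intron, chromosome 2, 119641369 to 119641821), Rac1, the GTPase that drives the phagocytic cup, the Rac activator Vav3, the early phagosome GTPase Rab5c and the proton pump subunit Atp6v1h. Rac1 had 2 regions, the better ranked in an intron (chromosome 5, 143497416 to 143498380). This was not particular to clearance genes, as 751 regions were WT-specific and 276 cKO-specific in all. Genes of LXR/PPAR and lipid handling and of HFSC identity each had 3 WT-specific and 0 cKO-specific regions. Stress and wound genes and inflammatory genes each had 2 and 0. Only the constitutive genes went the other way (0 and 1). Retinoid genes with WT-specific regions were Rara, a retinoic acid receptor that pairs with RXR (2 regions, the better ranked in a coding exon, chromosome 11, 98858784 to 98859346), the retinol transporter Stra6 and the retinol dehydrogenase Dhrs9. A cKO-specific region also lay in the window of Dhrs9. The promoters of Rarg, Mertk, Gas6 and Mfge8 had a peak in 3 of 3 Rxra cKO and 4 of 4 Rxra WT libraries, that of Axl in 2 of 3 and 3 of 4, and that of Tyro3 in 1 of 3 and 2 of 4. The best-ranked WT-specific regions were nearest Hagh, Sptbn5, the chemokine gene Cxcl12, the laminin gene Lama3, Atp9a, Abcb11, the epidermal factor gene Grhl1, Myt1l, Cx3cl1 (its promoter), a chemokine that attracts macrophages, and Atp2a2. The best-ranked cKO-specific regions were nearest Sfswap, Gpr31b, Dnm1l, Nr2c2ap, Bmf, Clmp, Uchl5, Zfand4, Xpnpep1 and Slc14a2.

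Clearance genes held 0.955 ± 0.0816% of listed peaks in Rxra cKO (n = 3) and 1.02 ± 0.0166% in Rxra WT (n = 4; exact permutation p = 0.171, two-sided). The difference was -0.0200 percentage points without Rxra cKO replicate 1, and -0.0472 at an exact permutation p of 0.0286 in a 10 kb window. The lysosome list alone held 0.247 ± 0.0215% in Rxra cKO (n = 3) and 0.294 ± 0.00504% in Rxra WT (n = 4; exact permutation p = 0.0286, adjusted p = 0.204), and 17 of the 19 lists had a lower share in Rxra cKO. No gene list passed Fisher's exact test, and 0 of 38 tests had an unadjusted p under 0.05. Of 40 motif tests 14 passed, and outside promoters 6, of which 4 were the same calls: AP-1 (29.9% against 22.3%) and GATA (18.9% against 11.8%) in WT-specific, LIM homeodomain (15.4% against 5.96%) and AP-1 (11.3% against 22.6%) in cKO-specific regions. The Jaccard difference was 0.086 (exact permutation p = 0.0286, one-sided; 0.041 and p = 0.171 with all called peaks). Yet the split of the 3 P37-tagged Rxra WT libraries from the 4 P42-tagged ones, which holds replicate 1 of Rxra WT and all Rxra cKO, gave 2270 group-specific regions against 1027 for genotype. Among P42-tagged libraries alone there were 1616 cKO-specific and 6167 WT-specific regions with a single Rxra WT library. Leaving out Rxra cKO replicate 1, 2 or 3 gave 3953, 620 or 475 cKO-specific regions (2393 WT-specific without replicate 1 and 1246 without replicate 3, 24 motifs without replicate 1), and replicates 2 and 3, left in the first case, carry the same stored tag m2 (m2 and m3 in the labels). Leaving out Rxra WT replicate 1 gave 2650 WT-specific and 647 cKO-specific regions. The 3 P37-tagged Rxra WT libraries have stored names that continue the series of the CatVII wild type. In simulated data, 212 cKO-specific and 163 WT-specific regions that were not planted were called among 81261 regions.

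**Figure D2:**
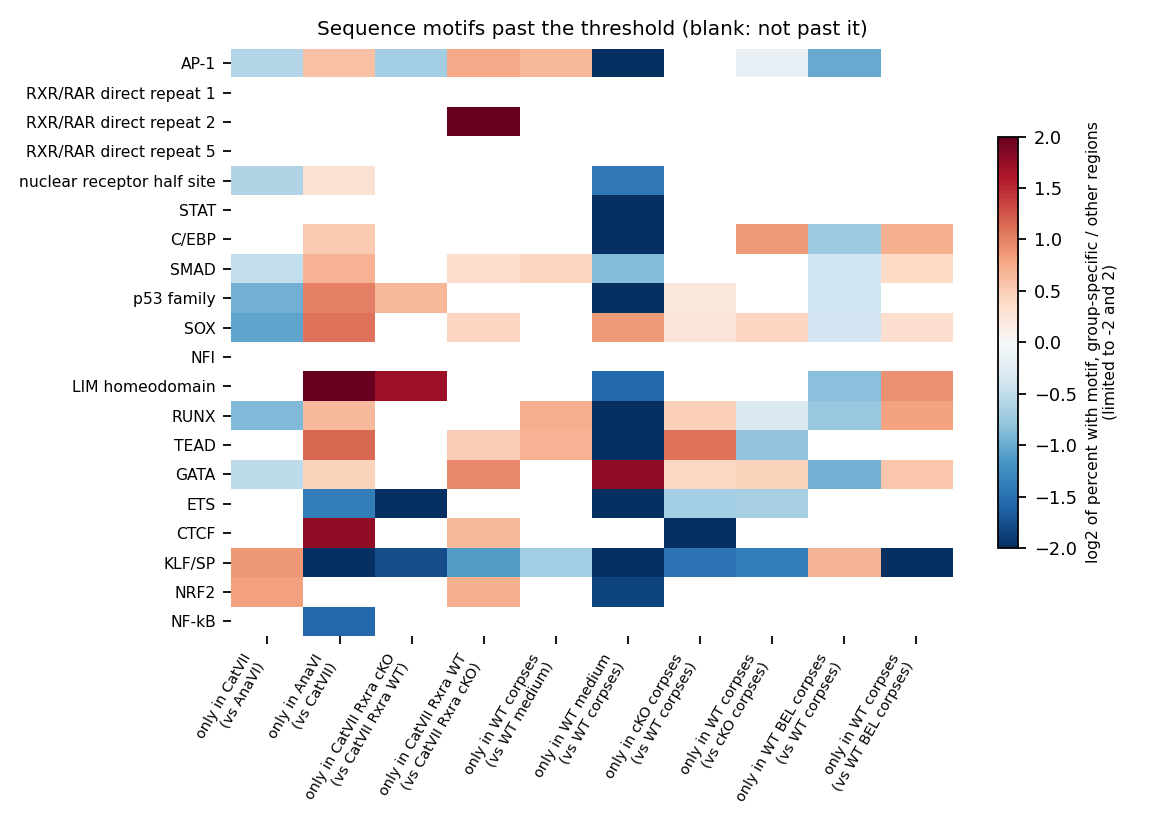
Log2 of the percent of group-specific regions with a motif over the percent of other regions, by comparison and direction, blank where the test did not pass. LIM homeodomain motifs were in 14.9% of anagen-specific regions against 2.21% of others, and AP-1 motifs in 39.8% of corpse-specific regions against 25.2%.

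The third comparison asked how exposure to apoptotic corpses differs from medium alone in Rxra WT cultures. With a peak in all 4 corpse and neither medium library there were 1305 regions, and 715 had the opposite, of 6294 that could be called. Corpse-specific regions carried the AP-1 motif in 39.8% against 25.2% of other regions (Fisher's exact adjusted p = 1.66e-23), the RUNX motif in 15.2% against 9.16% (adjusted p = 4.55e-09) and the TEAD motif, the target of Hippo signalling, in 9.04% against 5.57% (adjusted p = 2.67e-05). Medium-specific regions were nearly free of AP-1 (1.54% against 31.6%, Fisher's exact adjusted p = 2.24e-89) and had more GATA (19% against 5.54%, adjusted p = 3.90e-29) and SOX motifs (36.4% against 20.1%, adjusted p = 4.83e-20). Peaks in medium were unevenly spread, however. Chromosomes 1 to 3 held 42.4% of peaks outside promoters in medium and 22.1% with corpses. The medium libraries also shared little with each other (Jaccard 0.15). The motifs were not tested apart from this, so they cannot be assigned to the chromatin of unexposed cells.

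Of 25 lysosome genes 4 had corpse-specific regions (7 regions: Ctsz, Ctsa, Npc1 and Atp6v1h), and so did 4 of 21 phagosome maturation genes (5 regions: Uvrag, Rab7, Pik3c3 and Vps18). Neither list passed its test. Corpse-specific regions also lay at the promoters of Elmo2 and Abl1, which act in engulfment, in the window of Calr, whose product is displayed on dying cells, at Sirpa, the receptor of a signal that blocks engulfment, and at the retinoid genes Rarb and Dhrs9. The region of Dhrs9 consisted entirely of mitochondrial sequence (100% of its words of 25 bases). Medium-specific regions lay at the promoter of the engulfment receptor Lrp1 and, in repeated sequence, in an intron of Gulp1. The best-ranked corpse-specific regions were nearest Abcb11, Pak3, Alkbh8, Arb2a, Il31ra, Igf2bp3, Gnb1l, Elp6, Hic2 and Mex3c, with repeated or mitochondrial sequence near Abcb11, Alkbh8 and Arb2a. The best-ranked medium-specific regions were nearest Adgre5, Rps6ka4, Tmem125, Vmn2r87, Lbr, Dlgap2, Kif19b, Cacnb4, Xcr1 and Gfra1, with repeated sequence near Adgre5, Vmn2r87, Lbr, Kif19b and Cacnb4. At the 4812 peaks compared per library, the promoters of Rarg, Mertk, Axl, Tyro3, Gas6 and Mfge8 had no peak in any of the 6 libraries, and that of Rxra had 1 in a medium library.

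Clearance genes held 1.19 ± 0.0768% of listed peaks with corpses (n = 4) and 0.655 ± 0.0147% in medium (n = 2), at the smallest p the exact permutation test allows here, 0.0667, two-sided. The lysosome list held 0.364 ± 0.0398% and 0.0831 ± 0%, the phagosome maturation list 0.369 ± 0.0838% and 0.187 ± 0.0294%, and the constitutive genes 0.244 ± 0.0547% and 0.0312 ± 0.0441% (n = 4 and 2; exact permutation p = 0.0667 and adjusted p = 0.158 each). Lists unrelated to clearance reached the same p, among them cell cycle (0.171 ± 0.0393% and 0.0623 ± 0.0294%) and WNT, BMP and TGF-beta signalling (0.166 ± 0.0294% and 0.0831 ± 0.0294%), and only 3 of the 19 lists had a lower share with corpses. No gene list passed Fisher's exact test, and 0 of 38 tests had an unadjusted p under 0.05. Of 40 motif tests 19 passed, and outside promoters 20, of which 18 were the same calls, with AP-1 in 55.8% of corpse-specific against 38.3% of other regions and RUNX in 19.4% against 12.1%. The Jaccard difference was 0.335 (exact permutation p = 0.0667, one-sided, the smallest possible), and all other splits gave at most 334 group-specific regions. With all called peaks there were 48283 corpse-specific regions, and 29 motif tests passed. Both medium libraries stood apart from the rest, with peaks at 2 and 0 of 14 constitutive promoters against 7 to 14 outside medium, and with shortest peaks of 207 and 195 bp against 60 to 104 bp with corpses. At the 4812 peaks compared, corpse libraries too had few such promoter peaks, Rpl13a and Rplp0 in 3 of 4, B2m in 2 and Gapdh and Tfrc in 1, and medium libraries had Pgk1 and Eef1a1 in 1 of 2. Without medium replicate 3 or 4 the medium-specific regions numbered 3869 or 3361, with 1 gene list past the threshold without replicate 3.

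**Figure D3:**
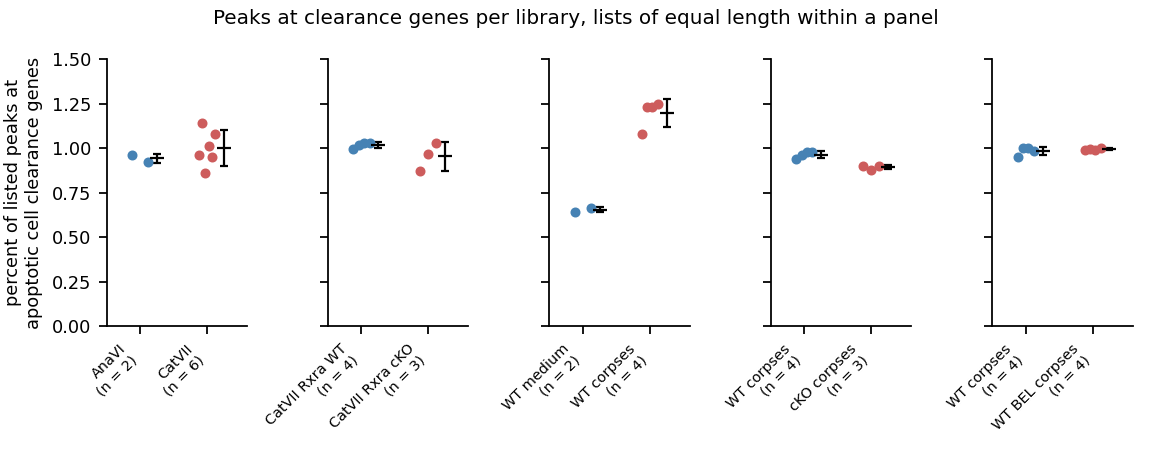
Percent of each library's listed peaks in the windows of clearance genes, a point per library with the mean and SD of its group, for the 5 main comparisons. The means were 1.19% with corpses and 0.655% in medium, and 0.894% in Rxra cKO and 0.963% in Rxra WT under corpses.

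The fourth comparison asked how Rxra cKO and Rxra WT HFSCs differ when both are given corpses. Regions with a peak in all 3 Rxra cKO and no Rxra WT library numbered 2693, and 1332 had the opposite, of 74635 that could be called. The cKO-specific regions carried the TEAD motif in 18.5% against 8.65% of other regions (Fisher's exact adjusted p = 2.87e-53), the RUNX motif in 17.6% against 12.7% (adjusted p = 7.27e-12) and the CTCF motif, a mark of chromatin loop anchors, in only 0.408% against 4.10% (adjusted p = 2.70e-32). The WT-specific regions carried the C/EBP motif in 6.68% against 3.68% (Fisher's exact adjusted p = 9.08e-07) and the SOX motif in 33.7% against 25.2% (adjusted p = 3.81e-11), and the TEAD motif less often, in 5.26% against 9.07% (adjusted p = 1.24e-06). Both sets were narrow (median width 242 and 294 bp) and rarely at promoters (3.45% and 7.73%, against 17.6% and 17.3% of other regions).

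Among clearance genes, WT-specific regions lay in the windows of the receptors Axl (2 regions, the better ranked on chromosome 7, 25515881 to 25516511, nearest Cyp2s1), Mertk (an intron, chromosome 2, 128573515 to 128573806) and Jmjd6. Others lay in those of Trio, of the phagosome genes Vps16, Becn1 and Uvrag, and of the proton pump subunit Atp6v1h. Retinoid genes with such regions were Rarg, the retinoic acid receptor of epidermis (its UTR, chromosome 15, 102143850 to 102144315) and the retinoic acid carrier Crabp2. The cKO-specific regions lay in the windows of the receptors Timd4, Stab2 and Itgb5, of the adaptor Gulp1, of Pik3r4 and Vps41, and of the retinoid genes Rara, Dhrs3 and Cyp26a1 with its neighbour Cyp26c1, which encode retinoic acid hydroxylases. A cKO-specific region also lay in the window of Trio and a WT-specific region in that of Itgb5. Axl had a promoter peak in 4 of 4 Rxra WT and 1 of 3 Rxra cKO libraries, Tyro3 in 2 of 4 and 2 of 3, and Rarg, Mertk, Gas6 and Mfge8 in all 7. The best-ranked WT-specific regions were nearest Eps8 (its promoter), Ptpra, Kif5c, Zfp64, Flrt3, Klhl29, Ptprn2, Plec (its promoter), Gpcpd1 and Il12b. Those near Ptpra, Kif5c, Zfp64, Flrt3 and Gpcpd1 lie on chromosome 2, where promoter ranks also differed between the cultured genotypes. The best-ranked cKO-specific regions were nearest Gdf3, Asap2, Lrig3, Thumpd2, Ptprc, Tle4, C9orf72, Speer1k, Tyrp1 and Zfp804b, with repeated sequence near Gdf3, C9orf72 and Speer1k.

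Clearance genes held 0.894 ± 0.0121% of listed peaks in Rxra cKO (n = 3) and 0.963 ± 0.0200% in Rxra WT (n = 4), so that Rxra cKO fell by 0.0694 percentage points (exact permutation p = 0.0286, two-sided, the smallest possible). With lists 2 times shorter it fell by 0.0652 (exact permutation p = 0.0857), and of all 19 lists 17 had a lower share in Rxra cKO. By list, bridging proteins held 0.0745 ± 0.00424% and 0.0850 ± 0.00237%, phagosome maturation 0.180 ± 0.0105% and 0.200 ± 0.00263%, and cell cycle genes 0.0958 ± 0.00139% and 0.114 ± 0.00263% (n = 3 and 4; exact permutation p = 0.0286 and adjusted p = 0.181 each). In vivo the same difference between genotypes was -0.0631 percentage points (-0.0200 without Rxra cKO replicate 1), against -0.0694 under corpses, and the difference between the 2 was 0.00627 (permutation p = 0.857 over 1400 relabelings). No gene list passed Fisher's exact test, and 3 of 38 tests had an unadjusted p under 0.05. These were lysosome genes (0 of 2693 cKO-specific regions against 160 of 71942 others, Fisher's exact p = 0.00486, adjusted p = 0.140), stress and wound genes (0 of 2693 against 153 of 71942, p = 0.00739, adjusted p = 0.140) and receptors (6 of 1332 WT-specific against 132 of 73303, p = 0.0380, adjusted p = 0.481). Of 40 motif tests 16 passed, and outside promoters 15, of which 13 were the same calls, with TEAD in 18.8% of cKO-specific against 9.86% of other regions. The Jaccard difference was 0.071 (exact permutation p = 0.0286, one-sided, against 0.044 and p = 0.0857 with all called peaks), and all other splits gave at most 1385 group-specific regions. With all called peaks there were 372 WT-specific regions. Without Rxra cKO replicate 2 the counts were 4081 and 2016, and without Rxra cKO replicate 3 they were 4432 and 2198. Without Rxra WT replicate 1 there were 2384 WT-specific regions, and without Rxra WT replicate 4, 2 gene lists passed.

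**Figure D4:**
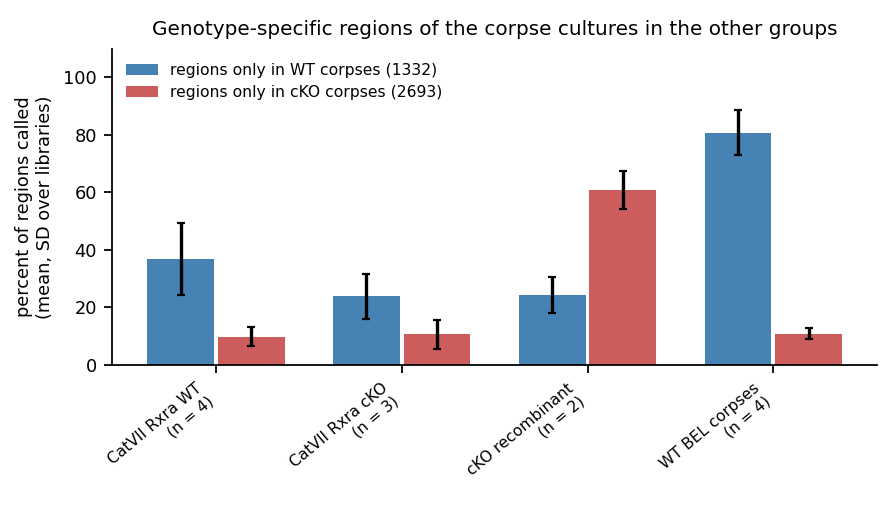
Percent of the regions specific to Rxra cKO or Rxra WT under corpses that were called in other groups (mean and SD over libraries). Recombinant-treated Rxra cKO cultures had 60.8% of the cKO-specific and 24.4% of the WT-specific regions, and BEL-treated Rxra WT cultures had 10.9% and 80.7%.

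These regions were followed into groups that played no part in calling them. Of the cKO-specific regions, 60.8 ± 6.70% were called in the recombinant-treated Rxra cKO cultures (n = 2) and 10.9 ± 1.96% in Rxra WT cultures with BEL-treated corpses (n = 4). Of the WT-specific regions, 24.4 ± 6.26% and 80.7 ± 7.77% were called there, and of other regions 73.9% and 83.9%. Recombinant-treated Rxra WT (n = 2) called 6.87 ± 9.51% of the cKO-specific and 39.9 ± 53.4% of the WT-specific regions, the latter 2.18% and 77.7% in its 2 libraries. Rxra cKO medium (n = 2) called 0.111 ± 0% and 0.0375 ± 0.0531%. In vivo, 26.9 ± 9.42 percentage points more of the WT-specific than of the cKO-specific regions were called in CatVII Rxra WT (n = 4) and 13.2 ± 3.39 in CatVII Rxra cKO (n = 3; exact permutation p = 0.0857, two-sided). Promoters also differed by chromosome between the cultured genotypes. Over 7795 promoters called in 21 deep libraries, the mean median rank of those on chromosome 2 was 35.1 in Rxra WT and 46.8 in Rxra cKO corpse cultures. On chromosome 3 it was 62.7 and 52.3, and on chromosome 4 it was 63.4 and 49.3. In vivo the shifts between genotypes on these chromosomes were -0.172, -1.35 and 2.82 points. Without the shifted chromosomes, 2101 cKO-specific and 1061 WT-specific regions were left.

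**Figure D5:**
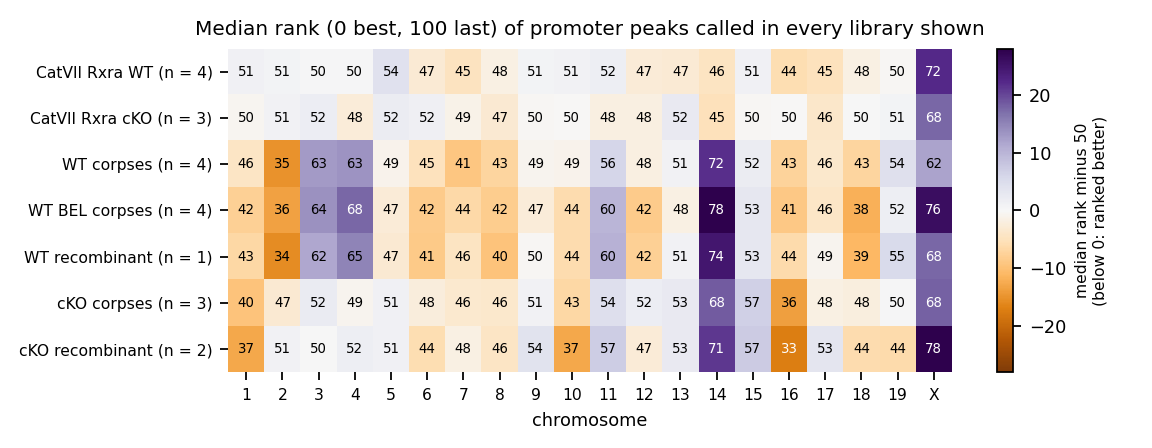
Median rank of promoters by chromosome and group of deep libraries (0 is the strongest promoter, 100 the weakest). On chromosome 2 it was 35.1 in Rxra WT and 46.8 in Rxra cKO cultures with corpses, and 50.7 and 50.9 in CatVII Rxra WT and Rxra cKO.

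The fifth comparison asked whether corpses treated with BEL, which blocks the release of lysophosphatidylcholine and fatty acids, leave a different chromatin state in Rxra WT HFSCs than untreated corpses. With a peak in all 4 BEL and no untreated library there were 1404 regions, and 445 had the opposite, of 62173 that could be called. BEL-specific regions were broad (median width 674 bp), lay at promoters in 31.1% (other regions 19.3%) and carried the KLF/SP motif in 13.7% against 8.49% of other regions (Fisher's exact adjusted p = 2.18e-09) and the AP-1 motif less often, in 15.6% against 31.5% (adjusted p = 8.03e-40). Regions specific to untreated corpses were narrow (173 bp), lay at promoters in 3.37% (other regions 19.7%) and carried the RUNX motif in 20.4% against 11.7% (Fisher's exact adjusted p = 7.62e-07) and the SMAD motif, of TGF-beta and BMP signalling, in 26.5% against 20.1% (adjusted p = 0.00485).

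The 10 best-ranked BEL-specific regions were all promoters: those of Mgrn1, the fatty acid receptor gene Ppara (chromosome 15, 85618964 to 85620174), Erlin1, Itsn2, the growth factor receptor gene Fgfr3 (chromosome 5, 33878855 to 33880057), Dcp1b, Tmeff2, Zdhhc23, Rcbtb2 and Htatip2. Clearance and retinoid genes with BEL-specific regions were the lysosomal genes Gaa and Psap, Dock1 (2 regions) and Elmo2, which together activate Rac, the receptor gene Adgrb1 and Crabp2 (2 regions). Those with regions specific to untreated corpses were Edil3, a bridging protein gene, Rubcn, which acts in LC3-associated phagocytosis, Itgav (which also had a BEL-specific region) and Dhrs9, whose region was again mitochondrial sequence. The best-ranked regions specific to untreated corpses were nearest Abcb11, Pak3, Gnb1l, Elp6, Dpy19l1, Ifngr2, Ddx18, Csmd3, Lrrc4c and Cdk5rap2, and that of Abcb11 is the same mitochondrial sequence as that of Dhrs9. Tyro3 had a promoter peak in 4 of 4 BEL and 1 of 4 untreated libraries, Axl and Rxra in 4 of 4 and 3 of 4.

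Clearance genes held 0.995 ± 0.00769% of listed peaks with BEL and 0.985 ± 0.0244% without (n = 4 each; exact permutation p = 0.686, two-sided). The difference was 0.0659 percentage points at an exact permutation p of 0.0286 with lists 2 times shorter, and -0.0106 in a 10 kb window. Peaks at genes of HFSC identity (0.234 ± 0.00773% and 0.214 ± 0.00729%), of WNT, BMP and TGF-beta signalling (0.189 ± 0.00413% and 0.167 ± 0.0152%) and of LXR/PPAR and lipid handling (0.169 ± 0.00425% and 0.156 ± 0.00451%) had these shares of the listed peaks with and without BEL (n = 4 each), and those of inflammatory signalling 0.158 ± 0.00488% and 0.146 ± 0.00150% (n = 4 each). Each had an exact permutation p of 0.0286, two-sided, and an adjusted p of 0.136. No gene list passed Fisher's exact test, and 2 of 38 tests had an unadjusted p under 0.05, HFSC identity in BEL-specific (7 of 1404 regions, p = 0.0457) and epidermal differentiation in untreated-specific regions (2 of 445, p = 0.0430), both with an adjusted p of 0.702. The latter lie near Flg and Ivl, named after the values were seen. Of 40 motif tests 16 passed, and outside promoters 7, all among the 16, with KLF/SP in 10.4% of BEL-specific against 4.36% and RUNX in 21.2% of untreated-specific against 13.4% of other regions. The Jaccard difference was 0.057 (exact permutation p = 0.0286, one-sided, against 0.040 and p = 0.0571 with all called peaks), and all other splits gave at most 322 group-specific regions. It also fell short without BEL replicate 1 and without BEL replicate 2 (exact permutation p = 0.0571 each). The shortest peaks were 144 or 145 bp in the BEL libraries and 60 to 104 bp in the untreated ones. The share at clearance genes turned to -0.00209 percentage points without untreated replicate 1. Without untreated replicate 3 there were 2283 BEL-specific regions, and without BEL replicate 4, untreated replicate 1 or untreated replicate 2 there were 776, 701 or 711 regions specific to untreated corpses. With all called peaks the balance turned, to 469 BEL-specific and 839 untreated-specific regions.

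Regions missing in Rxra cKO and regions missing after BEL were compared. Of the WT-specific and the untreated-specific regions, 37 were shared, where independent lists would share 8.43. In 1000 simulations, unchanged groups set against the same untreated libraries shared 1 at most. Such groups differ from the untreated libraries by chance alone, so they cannot show whether 2 real differences coincide. Both comparisons use the same untreated Rxra WT libraries. The 6 ways of giving 2 of these libraries to each comparison shared 52 to 81 regions (1.46 to 2.27 times chance). The full overlap of cKO-specific with BEL-specific regions is not given, since a region absent from every untreated library could be called for BEL only when all BEL libraries had it. In the 6 splits these sets shared 40 to 80 regions (2.07 to 5.23 times chance). The same kind of selection may raise these values, so no conclusion is drawn from them. In vivo, only 26 of the 751 WT-specific regions were among the 12110 regions of both that and the hair cycle comparison, too few to show an overlap with the catagen-specific regions. Only 3 cKO-specific regions were in both comparisons, and all 3 were anagen-specific. This decides nothing, since a region absent from CatVII wild type could be called there only when both AnaVI libraries had it.

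Matches to the consensus sequences of the motifs bound by RXR with its partners were rare within 100 bp of the summits. With so few matches these tests have little power. Neither the rarity nor a test that did not pass shows that RXR binding sites are absent. The direct repeats with spacings of 1, 2 or 5 bases, to which RXR and retinoic acid receptors bind in pairs, occurred in 2 WT-specific regions in vivo. Both had spacing 2 (2 of 751 against 9 of 40143 other regions, Fisher's exact p = 0.0166, two-sided, adjusted p = 0.0474). Outside promoters the call did not pass (Fisher's exact adjusted p = 0.110), and 2 of the 35 splits of these libraries gave as many motif calls as the genotypes. The 2 regions lay in an intron of Maml3 (chromosome 3, 51978388 to 51978565) and an intron of Afg1l, nearest Foxo3 (chromosome 10, 42178986 to 42179633), and are named after the values were seen. In no other direction of the 5 comparisons did a spacing pass. WT-specific regions under corpses held spacing 1 in 2 regions (near Foxq1 and A1bg), spacing 2 in 1 (an intron of Park7) and spacing 5 in 2 (introns of Dach1 and Rnd1). The cKO-specific regions there held spacing 2 in 2 (near Dsel and Slit2), and the anagen-specific regions in 1 (an intron of Tmcc3). BEL-specific regions held spacing 1 in 2 (near Ell2 and Bgn) and spacing 5 in 1 (the promoter of Cbr1), and all of these are named after the values were seen. The AGGTCA hexamer of nuclear receptors was less frequent in catagen-specific (5.51% against 8.35%, Fisher's exact adjusted p = 0.0197) and in medium-specific regions (3.22% against 8.68%, adjusted p = 1.08e-07). It was more frequent in anagen-specific regions (9.99% against 8.03%, Fisher's exact adjusted p = 0.0360), and passed in no other direction.

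In the 4 further comparisons only regions and the Jaccard index were used. Recombinant AA, LPC and RA gave 1356 regions absent from medium in Rxra WT cultures, 62.8% of them at promoters, and 541 were seen only in medium, 2.22% of them at promoters (n = 2 each, of 4210 regions; Jaccard difference 0.127). Of the regions specific to corpses against medium, 55.7 ± 2.0% were called in recombinant-treated Rxra cKO (n = 2), hardly above the other regions (54.3%). In recombinant-treated Rxra WT 59.7 ± 25.3% were called (n = 2, other regions 54.4 ± 8.04%). Its 2 libraries disagreed, with 41.8% and 77.6%, so their mean shows neither an excess nor a lack. In Rxra cKO with corpses 77.2 ± 3.40% were called (n = 3, other regions 54.8%). With the recombinant mix, 1070 regions were specific to Rxra cKO and 498 to Rxra WT (n = 2 each, of 13664; Jaccard difference 0.048), but the balance depended on the processing: 3066 and 114 with all called peaks, 4203 and 4982 without Rxra WT replicate 1, and 7222 and 8203 without libraries of few peaks. In medium there were 392 and 283 (n = 2 each, of 3080; Jaccard difference 0.008). The smallest p the exact permutation test can give with 2 against 2 libraries is 0.333, one-sided, reached by the first 2 of these comparisons, and genotype in medium had 0.667. The stored tags Phago and NonPhago coincide with genotype in the recombinant cultures and with treatment in recombinant against medium. In medium another split gave 711 regions, against 675 for genotype, and it is the split by stored number (Rxra cKO replicates 1 and 2 are stored as 3 and 4, the numbers of Rxra WT). CatVII Rxra WT against CatVII wild type, the same phase without the cKO and with 3 Rxra WT libraries named in the wild-type series, gave 156 and 60 regions of 8936 (n = 4 and 6; Jaccard difference 0.060, exact permutation p = 0.0143, one-sided).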

Values the study reported

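The study counted peaks of this ATAC-seq by a differential analysis of its own. In late catagen, more than 8,000 peaks changed when Rxra was ablated, and part of them depended on RXRα for accessibility. In culture, corpses led to the loss of more than 12,000 peaks and the gain of around 5,000, and part of the gained peaks were diminished without Rxra and declined with BEL-treated corpses. The mix of AA, LPC and RA had the effect of corpses on part of the RXRα-dependent peaks. In the study's own motif analysis of peaks opening in catagen, a motif of the RXR family ranked as the most enriched. It also reported footprints of RXR-family binding in vivo, and RXRα binding at enhancers of clearance genes in culture.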

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

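The tests of depth and of shared regions for the medium cultures, of copy number, chance and in vivo genotype for the cultured genotypes, and of other splits for the group-specific regions were chosen after the results were seen; the correlations with fragment length and depth, the search for mitochondrial and repeated sequence, and the other splits for gene lists and motifs were planned before.

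Of 30 groups of values tested, 3 held a library far from the others, where chance gives about 1 in 20 groups. The shortest peak of BEL-treated replicate 4 was 145 bp, against 144 bp in the nearest other library. The median peak width of CatVII wild type replicate 2 was 413 bp, against 309 bp in the nearest of the other 5. The share of peaks at clearance genes was 1.08% in the Rxra WT corpse culture replicate 1, against 1.23% in the nearest, in the comparison with medium.

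The medium cultures had few called peaks (4144 to 5740) and their replicates shared little (Jaccard 0.16 and 0.18, against 0.32 to 0.69 in other groups). Depth as the whole cause is argued against, since the 6 other libraries of like depth had at least 2.26 times as many peaks as the highest medium library. At 1926 regions called in each of the 30 libraries outside medium (81.4% at promoters), the Rxra WT medium libraries had peaks at 44.4% and 32.9%, and each library of like depth, when left out of choosing such regions, at 66.5% or more, which argues against fewer open regulatory sites alone, an explanation that would leave these regions called, and is consistent with weak enrichment of the whole library. The Rxra cKO medium libraries had 69.7% and 36.2%, too far apart to decide, so for them weak enrichment and fewer open sites cannot be told apart. Longer fragments (shortest peaks 195 and 207 bp in Rxra WT medium, 60 to 104 bp with corpses) were not tested and stay open. Recombinant-treated Rxra WT replicate 3 had a shortest peak of 219 bp and 5750000 fragments, yet 12989 peaks and 84.7% of these regions. A single library cannot decide the question. An effect of corpses on chromatin stays open as well, untested.

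Regions specific to untreated or BEL-treated corpses, and to anagen or catagen, separate libraries of short from libraries of long fragments. Among the 7 CatVII Rxra WT and cKO libraries, which had neither corpses in culture nor a second phase, the share of BEL-specific among BEL- and untreated-specific regions called followed the shortest peak (r = 0.93, exact permutation p = 0.00179, adjusted p = 0.00714 over 4 relations; rho = 0.93, p = 0.00675; r = 0.92 without the 2 farthest libraries), which is consistent with fragment length as a cause. The share of catagen-specific among catagen- and anagen-specific regions followed it less surely (r = 0.77, exact permutation p = 0.0446, adjusted p = 0.0893; rho = 0.79, p = 0.0480; r = 0.78 without 2). For depth nothing decides. For BEL it gave r = 0.47 (exact permutation p = 0.295, adjusted p = 0.295, rho = 0.32, p = 0.498, r = 0.27 without 2). For catagen it gave r = 0.54 (exact permutation p = 0.212, adjusted p = 0.283, rho = 0.32, p = 0.498, r = 0.62 without 2). Nor does anything decide for mitochondrial or repeated sequence. It was found in 5 of the 20 best-ranked anagen- and untreated-specific regions (4 of 10 anagen-specific, against 0.573% of the others, and 1 of 10 untreated-specific, against 4.14%). The best-ranked catagen-specific regions were in repeated sequence too, except those at the Ripk2 promoter and near Fam171a1. Such sequence may explain some of the best-ranked regions of both phases, while the catagen- and BEL-specific sets were not searched as a whole. Effects of BEL and of the hair cycle stay open, untested.

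Regions specific to an Rxra genotype under corpses recurred in recombinant-treated Rxra cKO and in BEL-treated Rxra WT cultures, though hardly in Rxra cKO medium (0.111% of the cKO-specific) or in 1 of 2 recombinant-treated Rxra WT libraries (2.18% of the WT-specific), and promoter ranks differed between the cultured genotypes on chromosomes 2, 3 and 4. Chance differences between sets of libraries are argued against, as the recombinant-treated Rxra cKO libraries called at least 36.1 percentage points more of the cKO-specific than of the WT-specific regions, and the BEL-treated Rxra WT libraries at most -62.1. Copy number of the cultured cells as the whole cause of the regions is argued against, as no chromosome held over 1.89 times the median share and chromosomes 9, 11 and 13, with rank shifts of -1.63, 1.56 and -1.71, still held 0.992, 0.719 and 0.753 times the median share of cKO-specific and 1.00, 0.814 and 1.21 times that of WT-specific regions, and whether it adds to them is open, as the shares go with the shifts on chromosomes 2, 3 and 4 and also on 1, 10 and 16 (shifts of 5.22, 5.64 and 6.41; 1.45, 1.31 and 1.74 times the median of cKO-specific regions) but against them on 18 and 6 (shifts of -5.13 and -2.78; 1.37 and 1.24 times), while it may explain the promoter ranks, since 12 of 12 segments of these chromosomes (4 each) shifted the same way in cultures not used to choose them, whereas the genotype acting in vivo as in culture is argued against for the ranks (mean shift 0.549 rank points in vivo, 12.1 in culture). For the regions, an effect of genotype in vivo as in culture cannot be told apart from none, at 13.7 percentage points and an exact permutation p of 0.0857. Loss of Rxra, and any other difference between the cells cultured from the 2 genotypes, stay open, untested.

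Other splits of the same libraries were counted, the real split included. For CatVII Rxra cKO against WT, chance cannot be excluded: 3 of 35 splits gave as many group-specific regions (1027, highest other 2270) and 2 of 35 as many motifs (14, highest other 18). For gene lists the count decides nothing in any of the 3 comparisons, since the real count was 0 and 35 of 35 splits reach it (highest other 1 here, 0 under corpses and for BEL). The split with 2270 parts the P37-tagged from the P42-tagged libraries, which points to a structure of the samples, and among P42-tagged libraries alone there were 1616 and 6167 regions with a single Rxra WT library. Under corpses, 1 of 35 splits gave as many regions (4025, highest other 1385) and 1 of 35 as many motifs (16, highest other 12). For BEL, 1 of 35 gave as many regions (1849, highest other 322) and 1 of 35 as many motifs (16, highest other 1). For CatVII Rxra WT against wild type, 1 of 100 drawn splits gave as many regions (216, highest other 82). In each of these only the real split reached its count, which argues against a chance split of independent libraries. It is the smallest share the splits allow, and it was not adjusted for the number of counts. Stored numbers repeat across tags in CatVII wild type and in the corpse and BEL cultures, so some libraries may not be independent. Differences between batches or between the cells cultured are therefore not excluded.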

How the results depend on the processing

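The motifs outside promoters, chromosomes 4 to 19, P42-tagged libraries and the omission of chromosomes with shifted promoter ranks were chosen after seeing the data. Of 532 values of 38 results under alternatives, 378 kept their direction and their side of the threshold, or stayed within 1.5 times the count, 114 counts moved beyond that, 33 lost and 3 gained a call, and 4 reversed, and the cause was not tested. Of the 33 lost calls, 26 fell in designs too small to pass (replicate blocks, and genotype in vivo or under corpses without a library). With autosomes alone nothing changed in this sense. Without the shifted chromosomes only 4 counts of regions were redone, and they did not change either. Counts below give the test group first. With all called peaks, catagen had 178 specific regions and 15 motifs, corpses 48283 regions and 29 motifs against medium, Rxra WT under corpses 372, BEL 469 and untreated 839, recombinant against medium 8092 and 315, recombinant Rxra cKO against WT 3066 and 114, and CatVII Rxra WT against wild type 2977 and 1, while the Jaccard difference fell short in vivo (0.041, exact permutation p = 0.171), under corpses (0.044, p = 0.0857) and for BEL (0.040, p = 0.0571). With lists 2 times shorter, the counts were 322 and 586 for catagen, 164 and 301 in vivo with 8 motifs, 529 and 419 for corpses, 1414 and 806 for genotype under corpses, 573 and 320 for recombinant against medium, 594 for recombinant Rxra cKO, 202 and 161 in medium and 101 for CatVII Rxra WT. There the Jaccard difference in vivo was 0.067 (exact permutation p = 0.0571), and the clearance share differed by -0.0568 in catagen (p = 0.714, reversed), -0.0652 for genotype under corpses (p = 0.0857) and 0.0659 for BEL (p = 0.0286). Without libraries of few peaks, catagen had 6313 and anagen 9589 regions with a share of -0.0219 (reversed, no test), recombinant Rxra cKO against WT 7222 and 8203, and CatVII Rxra WT against wild type 869 and 1306. At 0.75 of the libraries there were 1333 for catagen, 845 and 3332 in vivo, 2405 for corpses, 4357 and 3614 for genotype under corpses, 6099 and 2885 for BEL and 1000 and 550 for CatVII Rxra WT. With replicate blocks, catagen had 1757, corpses 2344 and CatVII Rxra WT against wild type 237 and 122, and permutation within blocks gave 0.160 (p = 0.500) for catagen, 0.049 (p = 0.500) in vivo, 0.070 (p = 0.250) under corpses and 0.057 (p = 0.125) for BEL, and a share of -0.0652 (p = 0.250) under corpses. With a 10 kb window the share differed by 0.136 in catagen (exact permutation p = 0.0357), -0.0472 in vivo (p = 0.0286) and -0.0106 for BEL (p = 0.200, reversed). Ranking by fold gave 890 for recombinant against medium and 132 for wild type, windows around summits 1244 for untreated, and the 50 bp motif window 9 motifs for BEL. Outside promoters 12, 6 and 7 motifs passed for catagen, in vivo and BEL. On chromosomes 4 to 19 there were 497 Rxra WT regions in vivo, 710 and 261 for corpses, 771 and 165 for recombinant, 255 and 139 in medium and 86 for CatVII Rxra WT, and with P42 tags alone 1616 and 6167. Leaving out each replicate gave the following ranges. Catagen 674 to 1176 regions (highest without AnaVI 2), anagen 1264 to 3874 (3874 without AnaVI 2, 2925 without AnaVI 1), Jaccard 0.160 to 0.231, share 0.0304 to 0.0863, lists 0 to 1 (1 without AnaVI 1), motifs 21 to 28. In vivo, Rxra cKO 319 to 3953 (3953, 620 and 475 without cKO 1, 2 and 3, 647 without WT 1), Rxra WT 898 to 2650 (2650 without WT 1, 2393 and 1246 without cKO 1 and 3), Jaccard 0.044 to 0.140 (exact permutation p = 0.0667 to 0.200 without any of the 7, where 6 libraries cannot pass), share -0.101 to -0.0200, lists 0 to 0, motifs 13 to 24 (24 without cKO 1). Corpses 1433 to 1823, medium 717 to 3869 (3869 and 3361 without medium 3 and 4), Jaccard 0.272 to 0.405, share 0.523 to 0.578, lists 0 to 1 (1 without medium 3), motifs 20 to 22. Under corpses, Rxra cKO 2984 to 4432 (4081 and 4432 without cKO 2 and 3), Rxra WT 1660 to 2384 (2384 without WT 1, 2016 and 2198 without cKO 2 and 3), Jaccard 0.065 to 0.080 and share -0.0782 to -0.0625 (both at exact permutation p = 0.0667 to 0.10 without any of the 7, where 6 libraries cannot pass), lists 0 to 2 (2 without WT 4), motifs 16 to 21. BEL 1660 to 2283 (2283 without untreated 3), untreated 504 to 776 (776 without BEL 4, 701 and 711 without untreated 1 and 2), Jaccard 0.040 to 0.079 (0.042 without BEL 1 and 0.040 without BEL 2, exact permutation p = 0.0571), share -0.00209 (without untreated 1, exact permutation p = 0.857, reversed) to 0.0157, lists 0 to 0, motifs 15 to 21. Recombinant against medium 1601 to 3111 (3111 and 2808 without recombinant 3 and 1) and 578 to 3583 (3583 and 2984 without medium 3 and 4). Recombinant Rxra cKO 1671 to 4203 (1916 and 1788 without cKO 1 and 2, 4203 and 1671 without WT 1 and 3), WT 750 to 4982 (776 and 750 without cKO 1 and 2, 4982 and 1831 without WT 1 and 3). In medium, Rxra cKO 516 to 2582 (2582 and 2360 without cKO 1 and 2, 674 without WT 3), WT 475 to 2650 (475 and 489 without cKO 1 and 2, 2650 and 2298 without WT 3 and 4). CatVII Rxra WT 170 to 279 (279 and 258 without WT 1 and 2), wild type 66 to 129 (95 and 129 without WT 1 and 2, 99 without wild type 1). Leaving out libraries of few peaks was not run where it removed no library (genotype in vivo and under corpses, BEL) or left a group empty (comparisons with medium, and genotype in medium), nor replicate blocks for recombinant against medium and for genotype in recombinant or medium cultures, with under 2 shared numbers by the labels (by the stored names, the medium cultures of both genotypes share 2).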

Other observations

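The spread over chromosomes and the counts in groups not compared were looked at after the main results were seen, and the tests of shares by list were planned. Peaks outside promoters were unevenly spread over the chromosomes in some groups. Chromosomes 1 to 3 held 34.1 ± 7.16% of these peaks in CatVII wild type (n = 6), 42.4 ± 2.83% in Rxra WT medium (n = 2), 40.5 ± 6.43% in Rxra cKO medium (n = 2), 27.3 ± 5.39% in CatVII Rxra cKO (n = 3) and 26.6 ± 6.51% in recombinant-treated Rxra WT (n = 2), and 21.7 to 22.9% on average in the other groups. Of promoter peaks they held 18.3 to 22.0% in every one of the 34 libraries.

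Group-specific regions were also counted in libraries of groups that were not compared. Of the regions specific to catagen against anagen, 69.2 ± 2.18% were called in Rxra WT cultures with BEL-treated corpses (n = 4; other regions 47.6%) and 28.1 ± 9.32% in those with untreated corpses (n = 4; other regions 34.5%). Of those specific to untreated against BEL-treated corpses, 65.7 ± 5.85% were called in Rxra cKO cultures with corpses (n = 3; other regions 78.9%), and of those specific to BEL, 15 ± 2.67% there and 53.9 ± 6.14% in recombinant-treated Rxra cKO (n = 2; other regions 77.9%). Of the regions specific to CatVII Rxra WT against Rxra cKO, 41.0 ± 0.872% were called in Rxra WT cultures with BEL-treated corpses (n = 4), 36.8 ± 2.05% with untreated corpses (n = 4) and 28.9 ± 1.77% in Rxra cKO cultures with corpses (n = 3), and of other regions 60.2%, 53.5% and 50.4%. Of those specific to medium, 41.0 ± 12.8% were called in Rxra cKO medium (n = 2; other regions 28.6%) and 0.420 ± 0.280% in Rxra cKO with corpses (n = 3; other regions 54.8%).

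Markers of other cell types held small shares of the listed peaks. In corpse cultures against medium (n = 4 and 2), melanocyte markers held 0.0883 ± 0.0104% and 0.0208 ± 0%, hair lineage genes 0.0260 ± 0.0104% and 0 ± 0%, and fibroblast markers 0 ± 0% and 0.0312 ± 0.0147%, each at the smallest p the exact permutation test can give there, 0.0667, two-sided (adjusted p = 0.158 over 19 lists). Immune markers held 0.104 ± 0.0339% and 0.0727 ± 0.0441%, endothelial markers 0.0623 ± 0.0240% and 0.0623 ± 0%, and genes of epidermal differentiation 0.0208 ± 0.0170% and 0.0416 ± 0%.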
